A study of Mus musculus with 17 samples. Its data were reported in "Activated Alk triggers prolonged neurogenesis and Ret upregulation providing a therapeutic target in ALK-mutated neuroblastoma" (2014).

How the data were processed

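RNA of sympathetic ganglia from 17 samples was measured on Affymetrix Mouse Genome expression arrays, in 5 groups by the labels: P0 Wt, P0 Het and P0 Hom (n = 4 each), P18 Wt (n = 3) and P18 Het (n = 2). The mice carried an activating point mutation knocked into the Alk gene. The labels give no batch or scan date, so stage cannot be told apart from a batch. The P0 samples are numbered in blocks by genotype, so a batch or litter that followed genotype at P0 cannot be excluded either. They also do not say whether each sample came from separate animals, so p-values measure the spread between samples.

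The authors processed the arrays with GCRMA (version not stated) and Brainarray gene annotation, and the deposited values are log2 expression values, 1 per gene and array, not centred per gene. Whether all arrays were normalized together is not stated. The smallest value of an array lay between 1.47 and 1.51 and the largest between 14.71 and 15.36. Of 17306 probe sets, 16464 carried 1 gene symbol, matched by Entrez ID, and 842 carried none. A probe set was kept if its log2 value exceeded 4 in at least 2 of the 17 arrays, which left 9973, of which 9545 had a name. The text calls these genes. Mki67 and Chat had no value past this filter, and 1 other gene of the naming rule is not reported here.

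Here, from the deposited log2 values, limma 3.58.1 in R 4.3.3 fitted 1 mean per group over all 17 arrays, with no covariate, and the contrasts were tested with eBayes (trend and robust), two-sided. The p-values were adjusted with Benjamini-Hochberg over all genes kept, and a gene was called at an adjusted p under 0.05. The contrasts were the mean of Het and Hom against Wt at P0, Het against Wt, Hom against Wt and Hom against Het at P0, Het against Wt at P18, Wt at P18 against P0, and the Het effect at P18 minus that at P0. Ret and Alk at P0 were tested with exact permutations of the F statistic over the 3 genotypes and of each pair difference. Values are given as log2 differences ± SE of the fit or as group means ± SD.

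Gene lists written before the values were seen were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg over the lists of a contrast, and again with a correlation estimated from the data. Members were counted over all genes and adjusted over the list alone. Of 28 lists, 24 had at least 5 measured members: G1/S regulators, DNA replication and S phase, Mitosis, Cell cycle inhibitors, Ret and neurotrophin signalling, Alk and its ligands, ERK pathway response, Noradrenergic identity, Cholinergic properties, Sympathetic neuron maturation, Neuroblast and progenitor, Myc-type biosynthesis, Axon guidance, Apoptosis, Schwann and satellite glia, Endothelial, Mural cells, Fibroblast and matrix, Macrophage and leukocyte, Skeletal muscle, Fat, Chromaffin and carotid body, Genes flanking Alk, and RNA quality and stress. The other 4 (Thymus and lymphoid, Red blood cell, Cartilage and epithelium, and Sex-linked) had fewer and were not tested. A list of sensory neuron genes was added after the values were seen.

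Genes were named by a rule fixed before the files were opened. For each contrast these were the 8 largest rises and 8 largest falls among called genes whose arrays did not overlap between both sides, up to 3 rising and 3 falling members of each list, and Alk, Ret, Vgf, Vip, Mycn, Th and Dbh whatever their values. Not every gene so chosen is printed for every contrast, so silence on a gene is not a result. The contrast between stages has no such sides, so all its called genes with a name were used. Genes named outside the rule were chosen after their values were seen.

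The scripts were tested on simulated data, with all arrays drawn around the P0 Wt mean of each gene, 1 spread per gene and independent noise. Other group means, such as values near background at P18, unequal spreads of groups and arrays that stood apart were not simulated. The shares recovered hold for that setting only. Of genes changed by 1 log2 unit, 91% were recovered for mutant against Wt at P0, 76.1% for Het against Wt, 80.6% for Hom against Wt, 83.6% for Hom against Het, 61.2% for Het against Wt at P18, 74.6% for Wt at P18 against P0 and 41.8% for the contrast between stages. Of genes changed by 0.5, 23.9% were recovered for Het against Wt at P18 and 7.46% for the contrast between stages.

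The alternatives were no filter and a stricter filter, plain eBayes, quantile normalization, median centring, fits of the compared arrays alone, array weights, a fold limit, the test for pairs of groups that the study's methods name, leaving out each array in turn, a replicate block, leaving out sex-linked genes and genes flanking Alk, fry and fgsea 1.28.0 for the lists, and split controls for the overlap and for the relation to age. Chosen after seeing the data were leaving out P0 Wt replicate 3 and P0 Hom replicate 12, leaving out P0 Wt replicates 1 and 4, and covariates for the muscle, fat and glia medians or for Xist.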

Results

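Expression was measured in sympathetic ganglia, taken in the study from the superior cervical and stellate ganglia, of wild-type mice (Wt) and of knock-in mice with an activating point mutation of Alk on 1 allele (Het) or on both (Hom). Alk is a receptor tyrosine kinase of the developing sympathetic nervous system that is mutated in some neuroblastomas. At birth (P0) there were 4 arrays for each of the 3 genotypes, and at postnatal day 18 (P18) there were 3 Wt and 2 Het arrays. Homozygous ganglia at P18 were not analysed here. The median log2 value of an array lay between 4.41 and 4.68, and 9074 to 9424 of 17306 probe sets exceeded 4. The first principal component carried 62.4% of the variance and separated the P18 arrays from the P0 arrays. P0 Hom replicate 12 and P0 Wt replicate 3 resembled the P0 arrays as a whole least, with mean correlations of 0.978 and 0.981 to them. Within their own groups the lowest mean correlations were those of P0 Hom replicates 12 and 10 (0.980 and 0.983) and P0 Wt replicate 3 (0.984), against 0.994 to 0.996 among the P0 Het arrays. Xist was high in 2 of the 4 arrays of each P0 group, in 2 of 3 P18 Wt arrays and in 1 of 2 P18 Het arrays.

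The level of the targeted gene and that of Ret, a receptor for ligands of the glial cell line-derived neurotrophic factor family, were compared across genotypes at birth. Alk was at log2 8.45 ± 0.13 in Wt, 9.13 ± 0.07 in Het and 9.45 ± 0.20 in Hom ganglia (SD, n = 4 each). Ret was at 9.23 ± 0.21 in Wt, 10.09 ± 0.17 in Het and 11.18 ± 0.58 in Hom ganglia (SD, n = 4 each). All Het and all Hom arrays lay above all Wt arrays for both genes. The 3 genotypes differed for Alk and for Ret in a two-sided exact permutation test of the F statistic (p = 0.000346 for each gene, over 34650 arrangements whose smallest possible p was 0.000173). Exact two-sided tests of Het against Wt and of Hom against Wt each gave p = 0.0286 (0.0429 after Benjamini-Hochberg adjustment over the 3 pairs), the smallest value that 4 against 4 arrays allow. Hom exceeded Het by 1.09 for Ret and by 0.31 for Alk, with an exact p of 0.0571 for each gene. In the fit across all genes, Ret rose in Hom ganglia by 1.94 ± 0.23 (SE, adjusted p = 4.5e-05), while its difference of 0.85 ± 0.23 in Het ganglia was not called (adjusted p = 0.058). Alk rose by 0.999 ± 0.175 in Hom (adjusted p = 0.0014) and by 0.68 ± 0.17 in Het ganglia (adjusted p = 0.045). A point mutation need not alter transcript level, so these values do not check the genotype labels. The Het call of Alk was lost without P0 Wt replicates 1 and 4, an alternative chosen after seeing the data, where the difference was 0.64.

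**Figure D1:**
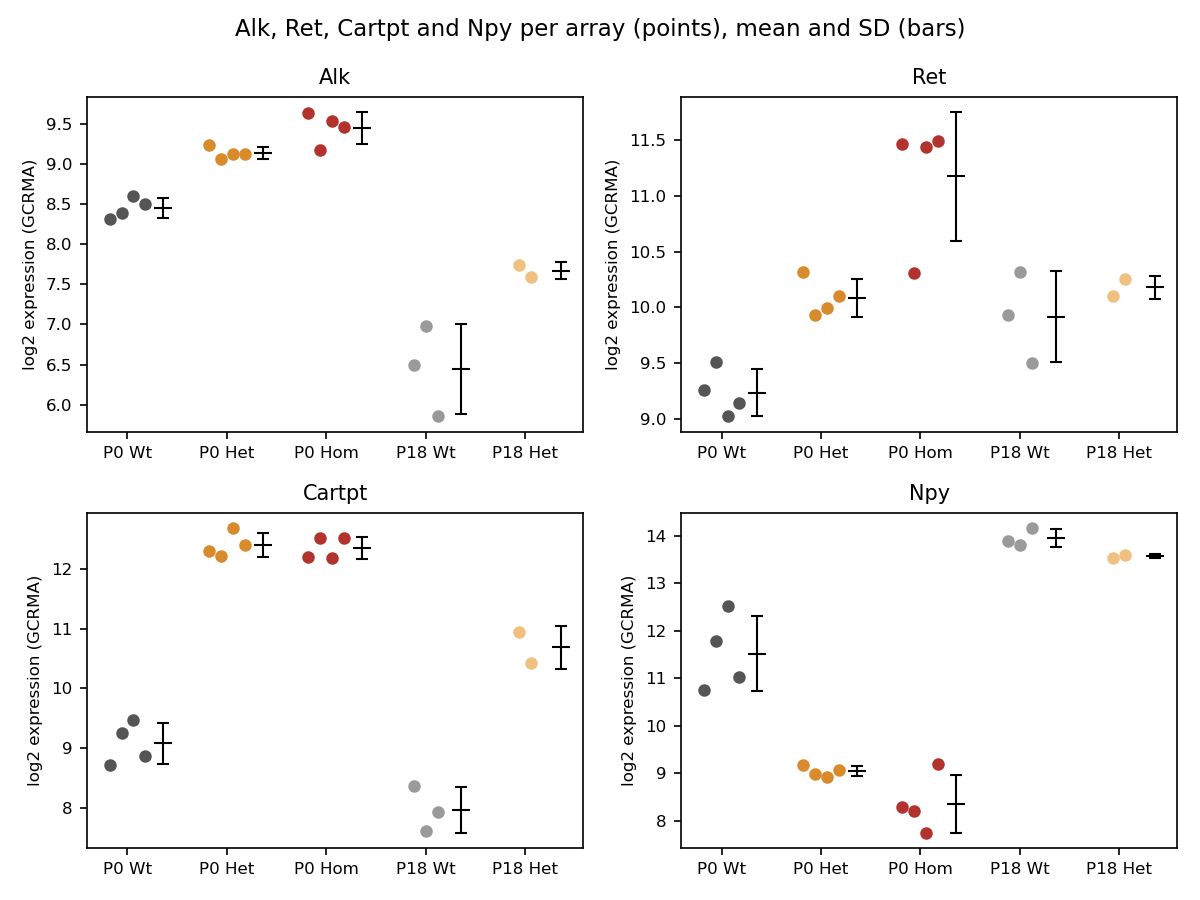
Log2 expression of Alk, Ret, Cartpt and Npy in each array (points), with group mean and SD (bars), for Wt, Het and Hom ganglia at P0 (n = 4 each) and for Wt (n = 3) and Het (n = 2) ganglia at P18. Cartpt lay at 9.08 ± 0.35 in P0 Wt arrays and at 12.41 ± 0.20 in P0 Het arrays, and Npy fell from 11.52 ± 0.80 in P0 Wt to 8.36 ± 0.61 in P0 Hom arrays.

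Mutant ganglia at birth, as the mean of Het and Hom (n = 4 each), were set against Wt (n = 4) to find what the mutation changed. Cbln2, which encodes a secreted organiser of synapses, rose by 5.33 ± 0.31 on the log2 scale (SE, adjusted p = 4.9e-08). The somatostatin precursor Sst rose by 4.53 ± 0.67 (adjusted p = 0.00058), the homeobox factor Shox2 by 3.78 ± 0.21 (adjusted p = 2.2e-08) and Cartpt, the precursor of CART peptides, by 3.31 ± 0.16 (adjusted p = 1.5e-08). Npy, a cotransmitter of noradrenergic neurons, fell by 2.82 ± 0.28 (adjusted p = 1.5e-05) and Adcyap1, the PACAP precursor, fell by 2.40 ± 0.36 (adjusted p = 0.00054). Igsf5 and Dsp, which encode cell junction proteins, the cannabinoid receptor gene Cnr1 and the calcium sensor gene Vsnl1 rose by 2.74 to 3.02. The potassium channel genes Kcna1 and Kcnmb2 fell by 2.68 and by 2.45, the phosphatase inhibitor gene Ppp1r1c fell by 3.76, and Trarg1, Greb1l and Omg fell by 2.60, by 2.41 and by 2.33. The Wt mean of Sst, Shox2, Igsf5 and Vsnl1 lay under log2 4, near background, as did both mutant means of Adcyap1, Kcna1, Ppp1r1c, Trarg1 and Greb1l, so these differences are inexact in size, here and for Het or Hom alone. Of 9973 genes tested with limma, 674 were called, 398 higher and 276 lower in mutant ganglia (59.1% higher, and 50.4% of 684 calls after centring each array on its median). Of these 674, 244 differed at least 2-fold, and 1943 genes had an unadjusted p under 0.05. The arrays of both sides did not overlap for 389 genes (3.9%), where chance gives 0.404%.

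Genes of the cell cycle were higher in the mutant ganglia. In the Mitosis list, 43 of 54 measured members rose and the other 11 were not called, with a median change of 1.002 (camera adjusted p = 1.29e-36, and adjusted p = 0.02 with an estimated correlation). The mitotic kinase gene Plk1 rose by 1.79 ± 0.33, the kinetochore motor gene Cenpe by 1.70 ± 0.21 and the kinetochore gene Spc24 by 1.53 ± 0.19. The P0 Wt means of Plk1 (2.65), Cenpe (3.98) and Spc24 (3.69) lay near background. Their differences are therefore inexact in size, here and for Het or Hom alone. Adjusted over the list alone, 51 members of the Mitosis list rose and 1 fell. In the list of DNA replication and S phase genes, 11 of 38 members rose (15 adjusted over the list alone), with a median of 0.33 (adjusted p = 2.89e-09, and adjusted p = 0.0147 with an estimated correlation). Among them were the ribonucleotide reductase gene Rrm2 (1.17 ± 0.12), the DNA polymerase gene Pole (1.07 ± 0.20) and Uhrf1 (1.05 ± 0.27). Of 18 G1/S regulators, 3 rose (5 adjusted over the list alone), namely Ccna2 by 1.02, E2f7 by 0.97 and Ccne2 by 0.66 (list adjusted p = 0.000397, and adjusted p = 0.0366 with an estimated correlation). None of 15 cell cycle inhibitors passed in limma, 1 rose and 1 fell at an unadjusted p under 0.05, and 0 passed adjusted over the list alone. Their median of 0.02, mean of -0.02 and downward test (adjusted p = 0.758) differed in sign. Beside the cell cycle genes, the lists of glia, fibroblasts, macrophages, muscle and fat lay lower in the mutants, as described below.

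Genes of noradrenergic identity moved both ways. Of 21 members, 4 rose, among them Insm1 (1.001 ± 0.27), the granule protein gene Chga (0.70 ± 0.12) and Eya1 (0.68 ± 0.09). Another 5 members fell, among them Npy, Hmx1, a homeobox factor of sympathetic neurons (-1.07 ± 0.09, adjusted p = 1.3e-06), Tbx20 (-0.84 ± 0.21) and Th, the rate-limiting enzyme of catecholamine synthesis (-0.54 ± 0.11, adjusted p = 0.0053). Adjusted over the list alone, 6 rose and 6 fell. The list was not called (adjusted p = 0.437), with a median of 0.03 but a mean of -0.14 and a downward test. Dbh, the enzyme that turns dopamine into noradrenaline, differed by 0.03 ± 0.08 (adjusted p = 0.91), Mycn by 0.00 ± 0.14 (adjusted p = 0.99) and the neurosecretory gene Vgf by -0.17 ± 0.16 (adjusted p = 0.64). For Mycn and Vgf these values average Het and Hom differences of opposite sign. Mycn lay at 9.09 ± 0.25 in Wt, 9.515 ± 0.126 in Het and 8.67 ± 0.29 in Hom (SD). Vgf lay at 9.62 ± 0.41, 9.11 ± 0.29 and 9.79 ± 0.19. Of 6 genes of cholinergic properties, Sst and Prima1, which anchors acetylcholinesterase in the membrane (1.62 ± 0.37), rose, and 4 rose adjusted over the list alone (list adjusted p = 0.00148, and adjusted p = 0.0287 with an estimated correlation). Vip, another neuropeptide gene of that list, was 1.88 ± 0.62 higher and not called (adjusted p = 0.093). It was called, at 2.61, without P0 Wt replicate 3 and P0 Hom replicate 12, an alternative chosen after seeing the data. That alternative removes the Wt array with the highest Vip, at 12.19 against 7.73, 10.33 and 8.555 in the other Wt arrays, so it is not separate support for a rise.

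Other neuronal lists were not called as lists. Of 38 genes of sympathetic neuron maturation, 5 rose and 4 fell, also adjusted over the list alone, with Rbfox3 at 1.54, the neurofilament genes Nefm at 0.89, Nefl at 0.56 and Nefh at -0.79, and Syn2 at -0.48 (list adjusted p = 0.856). Their median of 0.07 and mean of -0.015 had opposite signs. Of 18 neuroblast and progenitor genes, Cited2 (1.06) and Vim (0.19) rose and Nhlh2 (-2.24) and Sox4 (-0.68) fell, while 3 rose and 2 fell adjusted over the list alone. The median of that list was 0.06, its mean -0.08 and its adjusted p 0.854. Nhlh2 lay at 2.63 to 3.37 in the mutant arrays, near background, so its size is inexact. Of 17 axon guidance genes, Plxna2 (1.04) and Plxna3 rose and 4, among them the netrin receptor gene Unc5c (-1.24), fell, also adjusted over the list alone (list adjusted p = 0.319). Of 5 genes of Ret and neurotrophin signalling, Ret (1.40 ± 0.20, adjusted p = 0.00039) and Bdnf (1.02) rose, and 2 rose and 1 fell adjusted over the list alone (list adjusted p = 0.319). Of 5 genes of Alk and its ligands, Alk rose (0.84 ± 0.15, adjusted p = 0.0023), and 2 rose adjusted over the list alone (list adjusted p = 0.156). Of 15 ERK response genes, Etv5 rose (0.79), also adjusted over the list alone (list adjusted p = 0.886). Of 10 chromaffin and carotid body genes, Cartpt, Chga and Scg2 (0.66) rose and Pcsk1 (-1.13) and Rgs5 fell, while 3 rose and 3 fell adjusted over the list alone. That list had a median of -0.11, a mean of 0.08 and an adjusted p of 0.881. No member passed in limma among 25 genes of Myc-type biosynthesis (0 and 3 higher and lower at an unadjusted p under 0.05, list adjusted p = 0.216), 11 apoptosis genes (3 and 0, adjusted p = 0.673) or 16 genes of RNA quality and stress (2 and 0, adjusted p = 0.673), and 0 passed adjusted over each list alone. Of 28 genes flanking Alk, 5 rose (Alk, Emilin2, Crim1, Ndc80 and Clip4) and Myom1 and Vit fell, against 6 and 2 adjusted over the list alone (list adjusted p = 0.673). Ndc80 is also a member of the Mitosis list.

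Markers of the other cells of a ganglion and of its surroundings lay lower in the mutant arrays, none of these list calls holding with an estimated correlation. Of 13 genes of Schwann and satellite glia, 4 fell (5 adjusted over the list alone), among them the myelin gene Mbp (-2.46 ± 0.48), S100b (-1.91 ± 0.38) and Mal (-1.06 ± 0.28), with a list adjusted p of 0.00183 and an adjusted p = 0.365 with an estimated correlation. Of 23 fibroblast and matrix genes, 4 fell, also adjusted over the list alone, such as the collagen crosslinking enzyme gene Lox (-1.17; list adjusted p = 7.58e-06, and adjusted p = 0.411 with an estimated correlation). Of 16 macrophage and leukocyte genes, Ptprc (-1.38) and Mrc1 (-1.02) fell, and 8 fell adjusted over the list alone (list adjusted p = 6.17e-07, and adjusted p = 0.215 with an estimated correlation). Rgs5 fell among 10 mural cell genes (-0.90; list adjusted p = 0.019, and adjusted p = 0.493 with an estimated correlation) and Ecscr among 14 endothelial genes (-0.72; list adjusted p = 0.498), with 1 and 2 that fell adjusted over each list alone. No skeletal muscle gene of 17 and no fat gene of 7 passed in limma or adjusted over the list alone, and 5 and 0 were lower at an unadjusted p under 0.05. The median muscle gene differed by -1.51 and the median fat gene by -1.94, with list adjusted p-values of 8.41e-05 and 0.00955, and adjusted p = 0.493 with an estimated correlation for both. The muscle list's median, per array and relative to the mean of the P0 arrays, ranged from -1.64 to 3.69 among the 4 Wt arrays. The fat list's median ranged from 0.37 to 1.75 among the Wt arrays and was highest in a mutant array, P0 Hom replicate 10, at 3.65. P0 Wt replicates 1 and 4 also carried transcripts of sensory neurons, a feature named after its values were seen, such as Pou4f1 at 5.94 and 5.40 against 2.51 to 2.62 in the other 15 arrays. With the muscle, fat and glia medians as covariates, chosen after seeing the data, 333 genes were called, and Kcna1, Trarg1, Th, Plk1, Pole, Alk, Insm1, Chga, Prima1, Rbfox3, Nefm, Nefl, Mbp and S100b were among those no longer called, all with the direction they had before, while the Mitosis, DNA replication and G1/S lists stayed higher (list adjusted p = 5.09e-28, 1.22e-07 and 2.39e-05). Mbp and S100b are members of the glia list, so the glia covariate takes up part of their difference by construction. A lost call alone does not tell a smaller difference from a wider error. Without P0 Wt replicates 1 and 4, Nhlh2, Sox4, S100b, Pole, Uhrf1 and Ccne2 were no longer called, all with the direction they had before. In that setting 792 genes were called, among them 453 of the 674.

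**Figure D2:**
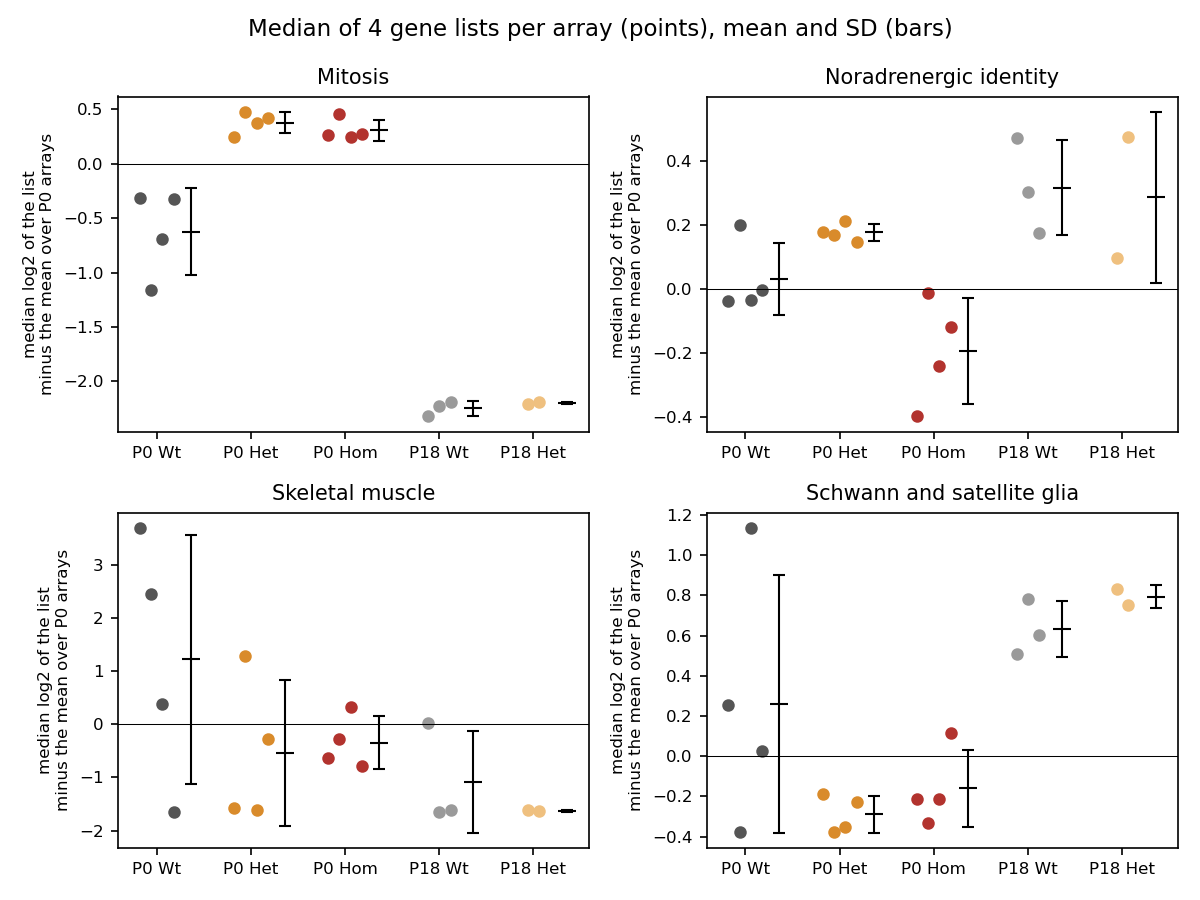
Median of 4 gene lists in each array (points), as log2 value minus the mean of each gene over the P0 arrays, with group mean and SD (bars), for the groups at P0 (n = 4 each) and at P18 (n = 3 and n = 2). The Mitosis list lay at -0.62 ± 0.40 in P0 Wt, 0.38 ± 0.10 in P0 Het and 0.31 ± 0.10 in P0 Hom arrays, and the Skeletal muscle list spread widely among the P0 Wt arrays.

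Het ganglia alone were compared with Wt at birth to find the effect of 1 mutated allele (n = 4 each). Cbln2 rose by 4.31 ± 0.36 (SE, adjusted p = 6.5e-06), Cartpt by 3.33 ± 0.19 (adjusted p = 1.1e-07), Shox2 by 2.91 ± 0.24 (adjusted p = 5.9e-06) and the amino acid transporter gene Slc38a4 by 2.38 ± 0.16 (adjusted p = 4.7e-07). Sst, the kinase gene Stk26, Dsp and Kcnip1 rose by 2.33 to 3.85. Npy fell by 2.48 ± 0.32 (adjusted p = 0.00052) and Ppp1r1c fell by 3.65 ± 0.61 (adjusted p = 0.004), as did Kcna1, Trarg1, Greb1l, Mbp, the lymphatic and macrophage receptor gene Lyve1 and the matrix gene Tnxb. In all, 310 genes were called, 180 higher and 130 lower, 155 of them at least 2-fold, and 1829 had an unadjusted p under 0.05. The share of higher calls went from 58.1% to 49.8% of 319 after centring each array on its median. The arrays did not overlap for 1454 genes (14.6%), against 2.86% by chance. In the Mitosis list 34 of 54 members rose, such as Spc24 (1.86 ± 0.22), with a median of 0.97 and an adjusted p of 2.93e-36 (adjusted p = 0.0208 with an estimated correlation), and 49 rose and 1 fell adjusted over the list alone. Among DNA replication genes 8 of 38 rose (15 adjusted over the list alone), such as Rrm2 (1.23 ± 0.14; list adjusted p = 9.47e-11, and adjusted p = 0.00785 with an estimated correlation). The G1/S regulators Ccna2 (1.08), Ccnd1 (0.74) and Cdk4 (0.42) rose (5 adjusted over the list alone; list adjusted p = 0.00192, and adjusted p = 0.0985 with an estimated correlation). Noradrenergic genes were not called as a list (4 rose, Npy fell, 8 and 2 adjusted over the list alone, adjusted p = 0.116), and Th differed by -0.26 ± 0.12 (adjusted p = 0.28). Cholinergic genes were called (Sst rose, 3 adjusted over the list alone, adjusted p = 0.0399, and adjusted p = 0.195 with an estimated correlation). Glia, fibroblast, macrophage, mural, endothelial, muscle and fat lists lay lower, with adjusted p-values of 0.000579, 2.7e-10, 1.7e-05, 0.0064, 0.0272, 3.24e-05 and 0.0022, and an adjusted p = 0.239 with an estimated correlation for the fibroblast genes, the lowest of the 7 lists. Without P0 Wt replicates 1 and 4 the count was 693, including 252 of the 310 genes, the G1/S list was not called (adjusted p = 0.0766), and Sst, Mbp, Cdk4 and Alk lost their calls without a turn of direction, Mbp at -2.42. With the muscle, fat and glia medians as covariates it was 127, both alternatives having been chosen after seeing the data, and it was 159 to 184 without any 1 Het array, 481 without P0 Hom replicate 10 and 845 with array weights.

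Hom ganglia were compared with Wt at birth to find the effect of the mutation on both alleles (n = 4 each). Cbln2 rose by 6.34 ± 0.36 (SE, adjusted p = 2e-08), Sst by 5.22 ± 0.78 (adjusted p = 0.0004), Shox2 by 4.66 ± 0.24 (adjusted p = 1.7e-08), Igsf5 by 4.16 ± 0.22 (adjusted p = 1.7e-08) and Cartpt by 3.28 ± 0.19 (adjusted p = 2e-08). Vsnl1, the Rac regulator gene Chn2, the vesicle priming gene Cadps2 and Nppb, the precursor of a natriuretic peptide, rose by 3.60 to 3.99. Kcnmb2 fell by 3.62 ± 0.35 (adjusted p = 6.5e-06), Npy fell by 3.17 ± 0.32 (adjusted p = 1e-05) and Adcyap1 fell by 2.69 ± 0.41 (adjusted p = 0.00046), as did Ppp1r1c, Omg, Chodl, Kcna1 and Greb1l. The Wt means of Chn2 and Nppb and the Hom mean of Kcnmb2 lay under log2 4 as well. In all, 848 genes were called, 515 higher and 333 lower, 340 of them at least 2-fold, and 2198 had an unadjusted p under 0.05. The share of higher calls went from 60.7% to 51.9% of 872 after centring each array on its median. The arrays did not overlap for 941 genes (9.44%), against 2.86% by chance. Of the Mitosis list 35 members rose, such as Cdk1 (1.42 ± 0.20), with a median of 0.89 and an adjusted p of 2.87e-25 (adjusted p = 0.0489 with an estimated correlation), and 48 rose and 1 fell adjusted over the list alone. Of the DNA replication genes 7 rose (8 adjusted over the list alone), such as Rrm2 (1.10; list adjusted p = 3.82e-05, and adjusted p = 0.0489 with an estimated correlation). The G1/S regulators E2f7 (1.27), Ccna2 (0.96) and Ccnd3 (0.71) rose (4 adjusted over the list alone; list adjusted p = 0.0034, and adjusted p = 0.0884 with an estimated correlation). Noradrenergic genes lay lower as a list, with 2 that rose and 7 that fell (5 and 9 adjusted over the list alone), among them Hmx1 (-1.88 ± 0.10, adjusted p = 1.7e-08), Tbx20 (-1.11) and Th (-0.82 ± 0.12, adjusted p = 0.00044). The list adjusted p was 0.00844, and the adjusted p = 0.361 with an estimated correlation. Of the cholinergic genes Sst, Prima1 (1.92) and the acetylcholinesterase gene Ache (0.71) rose (5 adjusted over the list alone; list adjusted p = 0.000975, and adjusted p = 0.0489 with an estimated correlation). Myc-type biosynthesis genes lay lower (Ddx21 fell, also adjusted over the list alone; list adjusted p = 0.00129, and adjusted p = 0.0972 with an estimated correlation). The ERK response genes Etv5 (0.93) and Dusp6 (0.73) rose, while the list was not called (adjusted p = 0.246). Lists of glia, macrophage and muscle genes lay lower beside these, with adjusted p-values of 0.0434, 3.49e-05 and 0.0066, and an adjusted p = 0.3 with an estimated correlation for the macrophage genes, the lowest of the 3 lists. A fit of these 8 arrays alone called 347 genes.

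Het and Hom calls were compared, since both rest on the same Wt arrays. Among genes such as Cbln2, Cartpt, Shox2 and Npy, 131 were higher and 83 lower in both, and 3 moved in opposite directions. Independent lists would share 9.29 and 4.34 genes, and 100 simulated pairs of unchanged groups on the same controls shared 1.92 genes on average and at most 90. With the controls split 2 and 2, the 6 splits gave 78 to 139 shared calls, with a median of 93.5. Across genes, which are not independent replicates, both sets of changes correlated with r = 0.624, against a mean of 0.497 and a maximum of 0.924 in the simulations and a mean of 0.345 with split controls. The covariance was 0.129, against a mean of 0.0410 and a maximum of 0.174 in the simulations and a mean of 0.0847 with split controls, so unchanged groups can exceed the real r and covariance. Neither the simulation nor the independent lists holds both the shared controls and the real effects, so the excess over either is not a measure of a shared effect.

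Hom and Het ganglia were compared directly for an effect of mutation dose (n = 4 each). Noradrenergic genes lay lower in Hom, with 9 of 21 members that fell (10 adjusted over the list alone), among them Hmx1 (-1.62 ± 0.10, SE, adjusted p = 3.8e-07), the noradrenaline transporter gene Slc6a2 (-0.90 ± 0.20), Ddc, the enzyme that makes dopamine (-0.82 ± 0.12), and Th (-0.56 ± 0.12). The list adjusted p was 1.35e-06, and the adjusted p = 0.123 with an estimated correlation. The largest rises were those of Car10 (3.50 ± 0.81), Tmem150c (3.12 ± 0.45), Mrap2, an accessory protein of melanocortin receptors (2.71 ± 0.33), the heparan sulfate sulfotransferase gene Hs3st2 (2.52 ± 0.23), Rnf182, Vsnl1, Adh1 and the transcription factor gene Klf15 (2.46 ± 0.26). Kcnmb2 (-2.33 ± 0.35) and the exchange factor gene Mcf2 (-1.66 ± 0.14) fell, as did Ftsj3, Mterf1a, Galntl6, Ss18 and Fam184b. The Het means of Car10, Tmem150c, Mrap2, Rnf182, Adh1 and Klf15 and the Hom mean of Kcnmb2 lay under log2 4, near background, which leaves their sizes inexact. Ret rose by 1.09 ± 0.23 (adjusted p = 0.011) and Vgf by 0.68 ± 0.18 (adjusted p = 0.032). Mycn fell by 0.84 ± 0.16 (adjusted p = 0.0055), and Alk differed by 0.31 ± 0.17 (adjusted p = 0.30). The means of Ret, Alk, Hmx1 and Th were ordered from Wt through Het to Hom. Those of Vgf (9.62, 9.11 and 9.79), Mycn (9.09, 9.515 and 8.67) and Slc6a2 (9.432, 10.002 and 9.1) had Het beyond both others. So did the list medians of noradrenergic (0.031, 0.176 and -0.193), Myc-type (0.051, 0.142 and -0.177) and ERK response genes (-0.015, -0.256 and 0.226). The latter 6 differences thus do not show a steady change with mutation dose. In all, 737 genes were called, 413 higher and 324 lower, 191 of them at least 2-fold, and 2258 had an unadjusted p under 0.05. The arrays did not overlap for 1610 genes (16.1%), against 2.86% by chance. Of 25 genes of Myc-type biosynthesis 5 fell (7 adjusted over the list alone), among them the RNA polymerase I gene Polr1b (-1.45), Nolc1 (-0.80) and Ddx21 (-0.68; list adjusted p = 2.4e-05, and adjusted p = 0.107 with an estimated correlation). Of 15 ERK response genes Maff (1.005), the feedback inhibitors Dusp6 (0.86) and Spry2 (0.76), and Vgf rose (5 adjusted over the list alone; list adjusted p = 0.0203, and adjusted p = 0.366 with an estimated correlation). The Mitosis and DNA replication lists were not called (adjusted p = 0.495 and 0.168). No member of either passed in limma or adjusted over the list alone, with 5 and 2 lower at an unadjusted p under 0.05, and of the G1/S regulators Ccnd3 rose (0.71; list adjusted p = 0.734). Beside these, fibroblast genes (Col6a1 rose, list adjusted p = 0.00023) and endothelial genes (Eng rose, list adjusted p = 0.0433) lay higher in Hom, with an adjusted p = 0.503 with an estimated correlation for both. Of the genes of RNA quality and stress Trib3 rose (1.20; 2 adjusted over the list alone), with a median of 0.22, and the list was not called (adjusted p = 0.126). Without P0 Wt replicate 3 and P0 Hom replicate 12, the arrays least like the P0 arrays as a whole, an alternative chosen after seeing the data, 1456 genes were called, and the share of higher calls turned from 56% to 44.2%. It was 46.6% of 2647 calls with array weights and 47.2% of 911 without P0 Hom replicate 12, so neither direction prevailed, and the count fell to 352 without P0 Hom replicate 9 and to between 384 and 481 without any 1 Het array.

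At P18, Het ganglia (n = 2) were compared with Wt (n = 3) to see which differences were measured later. Cartpt rose by 2.73 ± 0.24 (SE, adjusted p = 5.2e-05) and Shox2 by 1.56 ± 0.31 (adjusted p = 0.047), both of which also rose at birth, though Shox2 lay under log2 4 in all 5 arrays at P18, near background, and its size is inexact. The protease gene Pappa (2.22 ± 0.28), Sytl4, which acts in granule exocytosis (2.11 ± 0.41), the matricellular gene Ccn3 (1.85 ± 0.29), the phosphodiesterase gene Pde1a (1.79 ± 0.34), Phyhd1 and Nwd2 rose. Cpne9 fell by 1.88 ± 0.22 (adjusted p = 0.0013), and the matrix gene Postn (-1.22), Rasl10a (-1.17) and the glutathione transferase gene Gsta3 (-0.89) also fell. Alk rose by 1.22 ± 0.23 (adjusted p = 0.034), whereas Ret differed by 0.26 ± 0.30 (adjusted p = 0.98) and Th by -0.31 ± 0.16 (adjusted p = 0.70). The means in Het and in Wt arrays were 12.65 and 11.03 for Vip, 8.73 and 9.27 for Vgf, 7.27 and 7.30 for Mycn, and 13.48 and 13.55 for Dbh. In all, 26 genes were called, 21 higher and 5 lower, 21 of them at least 2-fold, and 778 had an unadjusted p under 0.05. The arrays did not overlap for 3542 genes (35.5%), against 20% by chance. No member of the Mitosis, DNA replication or G1/S lists passed in limma or adjusted over the list alone (adjusted p = 0.923, 0.923 and 0.437), with 3, 3 and 1 members at an unadjusted p under 0.05. The median of the Mitosis list was -0.02 and its test pointed upward. At P18 only 9 of its 54 members exceeded log2 4 in at least 2 arrays, which left little signal over background to compare, while 25 of 38 DNA replication genes and 13 of 18 G1/S regulators did. The list of cell cycle inhibitors lay higher in Het (median 0.30, adjusted p = 0.000451, and adjusted p = 0.0309 with an estimated correlation), although none of its 15 members passed in limma, 3 were higher at an unadjusted p under 0.05 and 1 rose adjusted over the list alone. No other list was called by camera. By fgsea, an alternative, chromaffin and carotid body genes (adjusted p = 0.0241) and genes flanking Alk (adjusted p = 0.0398) lay higher in Het. Muscle genes (adjusted p = 0.0241) and Myc-type biosynthesis genes (adjusted p = 0.0283) lay lower by fgsea. Leaving out a P18 Het array reduced the count to 5 for either array, and leaving out P18 Wt replicate 1 reduced it to 9.

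The change of the Het effect between P0 and P18 was tested directly. The Het effect, Het minus Wt with its sign, was higher at P18 for Pappa (difference of effects 2.23 ± 0.36, SE, adjusted p = 0.029), the cell cycle inhibitor gene Cdkn1a (2.05 ± 0.37, adjusted p = 0.047), Gpnmb (1.67 ± 0.30), the transcription factor gene Klf9 (1.64 ± 0.28), Antxr2 (1.40 ± 0.18), Sel1l3 (1.31) and Rassf4 (1.29). For Klf9, Antxr2 and Sel1l3 most of the difference came from P0, where Het minus Wt was -1.17, -1.11 and -1.01, against 0.47, 0.29 and 0.29 at P18. The Het effect was lower at P18 for Slc38a4 (-2.47 ± 0.25, adjusted p = 0.00053), Cpne9 (-1.87 ± 0.28), and the cell division genes Ect2 (-1.37), Kif2c (-1.08) and Shcbp1 (-1.02). For Slc38a4 nearly all of the difference restates its rise at birth, given above for Het against Wt. In all, 14 genes were called, 2 of them probe sets without a gene name here, 8 with a higher and 6 with a lower effect at P18, or 57.1% higher, which became 75% of 16 genes after centring each array on its median, and 989 genes had an unadjusted p under 0.05. The effect differed by 0.54 ± 0.29 for Alk (adjusted p = 0.55) and by -0.59 ± 0.38 for Ret (adjusted p = 0.62). The Mitosis list had a lower effect at P18, with a median of -1.03 (Ect2 and Kif2c called, 31 adjusted over the list alone; list adjusted p = 3.38e-25, and adjusted p = 0.0478 with an estimated correlation). The DNA replication list was also lower (median -0.41, 6 adjusted over the list alone; adjusted p = 3.69e-07, and adjusted p = 0.0204 with an estimated correlation), with 0 members called in limma and 10 lower at an unadjusted p under 0.05. Most Mitosis genes lay near the floor at P18. Lists of glia (median 0.76), fibroblasts (0.63) and muscle (1.03) had a higher effect at P18, with adjusted p-values of 0.000957, 9.09e-06 and 0.0281, and adjusted p = 0.278, 0.362 and 0.637 with an estimated correlation. The count moved from 2 to 28 when single arrays were left out and was 67 without P0 Wt replicate 3 and P0 Hom replicate 12.

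Wt ganglia at P18 (n = 3) were compared with Wt ganglia at P0 (n = 4) for the change with age. Members of the Noradrenergic identity list moved both ways. Those that rose included Npy (2.44 ± 0.35, SE), the vesicular monoamine transporter gene Slc18a2 (1.40 ± 0.12, adjusted p = 7.7e-08), Th (1.20 ± 0.13, adjusted p = 2.2e-06) and Dbh (1.17 ± 0.10, adjusted p = 1.5e-07). Those that fell included the transcription factor genes Gata3 (-1.80 ± 0.12), Insm1 (-1.49) and Tfap2b (-1.25) and the granule genes Chga and Chgb, while Hand2 and Eya1 rose. In all 11 of 21 members rose and 8 fell, also adjusted over the list alone (list adjusted p = 0.504). Alk fell by 2.00 ± 0.19 (adjusted p = 3.4e-07) and Mycn fell by 1.79 ± 0.17 (adjusted p = 4.1e-07), while Ret rose by 0.68 ± 0.25 (adjusted p = 0.029). The largest rises were those of Dmkn (7.58), the cholecystokinin receptor gene Cckar (6.51), Tspan8 (6.20) and Ifit1 (6.05), followed by Lynx1, the serotonin receptor gene Htr3a, Gpat2 and Slc35d3. The largest falls were those of the imprinted RNA H19 (-7.79), the angiotensin receptor gene Agtr2 (-6.97), Ly6h (-6.60), the matrix gene Tnc (-5.89), Eln, Top2a, Tox3 and Vash2. In all, 5480 genes were called, 2783 higher and 2697 lower at P18, 2226 of them at least 2-fold, and 5944 had an unadjusted p under 0.05. The arrays did not overlap for 5758 genes (57.7%), against 5.71% by chance. Stage cannot be told apart from any batch in which the stages were run separately.

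Cell cycle genes fell with age. At P18 only 9 of 54 Mitosis genes and 25 of 38 DNA replication genes exceeded log2 4 in at least 2 arrays. Falls of genes that lay near background at P18 are inexact in size. Of the Mitosis list 43 members fell, among them Nusap1 (-4.54 ± 0.27), and Pttg1 rose (1.44 ± 0.15), with a list adjusted p of 4.75e-14 and an adjusted p = 0.14 with an estimated correlation, and 1 rose and 44 fell adjusted over the list alone. Of the DNA replication genes 24 of 38 fell, also adjusted over the list alone, among them Rrm2 (-4.65 ± 0.16; list adjusted p = 4.93e-07, and adjusted p = 0.0437 with an estimated correlation). Of the G1/S regulators 11 fell and the cyclin E genes Ccne1 (1.58) and Ccne2 (1.36) rose, also adjusted over the list alone (list adjusted p = 0.0062, and adjusted p = 0.14 with an estimated correlation). Neuroblast and progenitor genes fell in 10 of 18 cases, also adjusted over the list alone, led by H19, the RNA-binding protein gene Igf2bp3 (-4.61) and Igf2 (-4.46), while Hes1, Cited2 and Sox2 rose (list adjusted p = 0.00146, and adjusted p = 0.14 with an estimated correlation). Neuron maturation genes rose in 19 and fell in 8 of 38 cases (20 and 8 adjusted over the list alone), with Thy1 at 3.68, Kcna1 at 2.92 and the sodium channel gene Scn1a at 2.14 and Gap43, a growth cone gene, at -0.997 (list adjusted p = 0.039, and adjusted p = 0.444 with an estimated correlation). Axon guidance genes fell in 10 of 17 cases, also adjusted over the list alone, such as Efnb3 (-3.05), and Robo1 rose (3.16; list adjusted p = 0.00792, and adjusted p = 0.14 with an estimated correlation). Beside these, 18 of 23 fibroblast genes, 10 of 14 endothelial, 7 of 10 mural, 9 of 16 macrophage and 7 of 17 muscle genes fell. Those lists had adjusted p-values of 4.81e-06, 0.00245, 0.0133, 0.0276 and 0.026, and adjusted p = 0.304, 0.304, 0.397, 0.547 and 0.709 with an estimated correlation. RNA quality and stress genes rose in 9 and fell in 2 of 16 cases, with a median of 0.48 (list adjusted p = 0.0924 in camera and 1.62e-05 in fry).

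The P0 mutant effect was set against the change with age, with the Wt P0 arrays split 2 and 2 so that both sides shared no array. The mean correlation across genes over the 6 splits was -0.0587, ranging from -0.122 to -0.00666 (SD 0.0425), and genes are not independent replicates. Without the 110 genes of the 3 cell cycle lists, such as Top2a and Rrm2, it was -0.0318. With all Wt P0 arrays on both sides the sign turned, to 0.0350.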

Values the study reported

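For Ret in newborn ganglia, the study ordered the genotypes as homozygous over heterozygous over wild type and gave an analysis of variance with p < 0.001.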

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

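The share of genes flanking Alk and the random splits were set out before their results were seen, while the tests on the cell cycle genes and on sensory neuron genes were chosen after seeing the result.

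Cell cycle genes were higher in P0 mutant ganglia, the Mitosis list by a median of 1.002. If muscle, fat and glia had only diluted neuronal RNA in the Wt arrays, noradrenergic genes should have risen as much. Their median was 0.03 (0.026 ± 0.172, SE over members, which are not independent). That list is not a neutral gauge, since 5 members, such as Npy, Hmx1 and Th, fell in the mutants and 4 rose. The median of sympathetic neuron maturation genes was 0.071 ± 0.097, also under that of the Mitosis list. Both medians argue against dilution as the only source of the rise. If the mutant samples held a larger share of another dividing cell type, its markers should have risen as well, but the highest median among the endothelial, mural, fibroblast, macrophage and glia lists was -0.113 ± 0.132, for the endothelial genes. Faster division of any cell type at an unchanged share was not tested here, and arrays of whole ganglia cannot separate it from more dividing sympathoblasts. The study addressed the cell type by staining at P0 for ki67, a proliferation marker, together with islet1, by which it counted neuroblasts. It reported more double-positive cells in Het and in Hom ganglia.

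Ppp1r1c, Kcna1, Nhlh2, Slc17a6 (-3.83, adjusted p = 0.00878) and Avil (-2.74, adjusted p = 0.0233) were lower in the P0 mutants and varied among the Wt arrays. Slc17a6 (2.35 to 2.41) and Nhlh2 (2.63 to 3.37) lay near background in the mutant arrays, as did Ppp1r1c and Kcna1, so these sizes are inexact. P0 Wt replicates 1 and 4 held the sensory neuron transcripts Pou4f1, Tac1 (8.68 and 9.59) and Scn11a (8.11 and 7.85), so RNA of a neighbouring sensory ganglion may have entered both samples. The 5 sensory genes not looked at before, Pou4f1 among them, gave a camera p of 0.0849 and a median of -0.42, with 0 called. P2rx3 was highest in P0 Wt replicates 1 and 4 (6.16 and 7.58), while Calcb was at 5.89 and 3.2 there. That test set all P0 Wt arrays against the mutants, though only replicates 1 and 4 were in question. Pirt (10.48 to 12.67) and Htr3b (5.77 to 8.97) lay above background in every array. The test thus cannot decide the question, and the explanation stays open. It would not cover Kcna1, which was highest in P0 Wt replicate 3 (7.38), nor P0 Wt replicate 2, where Slc17a6 (5.70) and Ppp1r1c (5.49) lay above the mutants but Pou4f1 (2.57) and Scn11a (3.02) were near the floor. At P18, Avil (11.73 to 12.14), Kcna1 (8.07 to 9.9) and Ppp1r1c (7.47 to 7.88) were high in every array, while Pou4f1 lay at 2.56 to 2.6. The ganglia can thus hold transcripts of these genes without Pou4f1, so high values of them need not come from sensory neurons. Slc17a6 (2.38 to 2.64) and Nhlh2 (2.64 to 2.8) stayed near the floor at P18. No biological explanation was tested.

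Genes next to Alk, in the order of the annotation of GRCm38.p6, were called in 10 of 40 cases (25%) in mutant against Wt at P0, against 635 of 9504 other named genes (6.68%; Fisher exact one-sided p = 0.000246). The 10 were Mtcl1, C030034I22Rik, Akain1, Dlgap1, Myom1, Emilin2, Ndc80, Clip4, Crim1 and Vit. Sequence of the strain of the embryonic stem cells, carried along with the targeted allele, could give such an excess, and it moves with genotype in all arrays. Effects of the mutation itself on these genes, as for the mitotic gene Ndc80, cannot be told apart from it here. The list of genes flanking Alk, written beforehand with 28 tested members, is another set than these 40 neighbours. Mtcl1, C030034I22Rik, Akain1 and Dlgap1 are not in it. Without that list and the sex-linked genes, 664 genes were called.

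Random groupings of the same arrays, in fits of those arrays alone, gave at most 4 calls against 210 for Het against Wt, at most 4 against 347 for Hom against Wt, and at most 4 against 536 for Hom against Het, in which only 1 of the 35 splits, the real one, gave as many. For Wt at P18 against P0 the highest other split gave 329 against 5188 (again 1 of 35). For the mutants as 1 group against Wt, 100 splits were used, the real one and a random draw of the others. Of these, 2 gave as many, the real one included, with 306 in the highest other split against 261. For each of these 5 counts of the separate fits, fewer than 1 in 20 splits gave as many calls. Such splits cannot address a batch or litter that followed genotype or stage.

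In 11 of 141 groups of 4 values, 1 array lay far from the others, where chance alone picks out about 1 in 20 groups. P0 Hom replicate 10 was low for Ret (10.31 against a mean of 11.47 in the others, gap 0.952 of the range) and Cbln2 (0.834) and high for the Mitosis median (0.864), and its fat list median of 3.65 was the highest of all arrays. P0 Hom replicate 12 was high for Adcyap1 (0.857) and low for the Neuroblast and progenitor median (0.862). P0 Het replicate 5 was high for Cbln2 (0.851) and low for Trarg1 (0.843), P0 Het replicate 8 was high for Igsf5 (0.85), and P0 Het replicate 6 was low for the Macrophage and leukocyte median (0.847). P0 Wt replicate 1 was low for Greb1l (0.919) and P0 Wt replicate 2 was high for the Noradrenergic identity median (0.86).

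The Het effect differed between P18 and P0, as a difference of log2 effects in limma, for Pappa (2.233), Cdkn1a (2.05), Gpnmb (1.667), Klf9 (1.644), Antxr2 (1.398), Sel1l3 (1.309), Rassf4 (1.292), Slc38a4 (-2.475), Cpne9 (-1.873), Ect2 (-1.37), Kif2c (-1.077), Shcbp1 (-1.02), and 2 probe sets without a gene name here (1.594 and -1.538). By camera it differed for 12 lists, with medians of -1.028 for Mitosis, -0.417 for G1/S regulators, -0.415 for DNA replication, 0.404 for cell cycle inhibitors, 0.334 for ERK response, -0.205 for Noradrenergic identity, -0.256 for Myc-type biosynthesis, 0.759 for glia, 0.258 for Endothelial, 0.344 for Mural cells, 0.634 for Fibroblast and 1.031 for Skeletal muscle genes. With an estimated correlation only DNA replication (adjusted p = 0.0204), Mitosis (0.0478) and the inhibitors (0.0204) kept the call.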

How the results depend on the processing

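None of the 407 named gene results reversed a called change in 12740 settings, with 11076 on the same side of the threshold, 1633 no longer called and 31 newly called. The 156 list results did so in 3264 of 3459 settings, with 142 no longer called, 53 newly called and none reversed. Counts for Het, Hom and mutants against Wt and Hom against Het at P0, for Het at P18, for Wt at P18 against P0 and for the contrast of stages are given where they moved over 1.5 times, and the cause was not tested except where fewer genes or arrays show it. Without a filter Hom against Het gave 474, P18 56 and stages 31, and with log2 above 6 P18 gave 15 and stages 3. Plain eBayes gave 23 for stages, and fits of the compared arrays alone gave 347 for Hom and 27 for stages. Array weights gave 845 for Het, 1536 for Hom, 2647 for Hom against Het, 401 for P18 and 303 for stages. With the methods' t-test unadjusted the counts were 1751 for Het, 1312 for Hom, 1392 for mutants, 2024 for Hom against Het, 1028 for P18 and 1281 for stages, and with Benjamini-Hochberg 60, 142, 163, 224 and 1 for the first 5. At 2-fold or more they were 155, 340, 244 and 191 at P0 and 2226 for Wt at P18 against P0. Without P0 Wt replicate 3 and P0 Hom replicate 12, chosen after seeing the data like the next 3 settings, Hom against Het gave 1456, P18 48 and stages 67. Without P0 Wt replicates 1 and 4, Het gave 693, stages 56 and the G1/S list in Het an adjusted p of 0.0766. With muscle, fat and glia covariates Het gave 127 and mutants 333, and with Xist stages gave 5. With an estimated correlation the G1/S list had adjusted p-values of 0.0985 in Het and 0.0884 in Hom. With split controls Het and Hom shared a median of 93.5 calls, and the relation to age turned from -0.0587 to 0.03498 with all Wt arrays in both. The sample numbers shared by Wt at P0 and P18 do not pair them (r of 0.07, 0.093 and -0.179), and a replicate block gave 5410 calls and changed the count by less than 1.5 times. Without single arrays, the counts were 159 to 481 for Het, 653 to 1237 for Hom, 549 to 944 for mutants, 352 to 1047 for Hom against Het, 5 to 39 for P18, 4764 to 5799 for Wt at P18 against P0 and 2 to 28 for stages, where a lone P18 Het array is assumed to vary like the other groups. Het gave 184, 168, 159 and 176 without P0 Het replicates 5, 6, 7 and 8, and 481 without P0 Hom replicate 10. Hom against Het gave 481, 388, 384 and 387 without P0 Het replicates 5 to 8 and 352 without P0 Hom replicate 9. P18 gave 15, 17 and 14 without P0 Het replicates 5, 7 and 8, 9 without P18 Wt replicate 1, and 5 without either P18 Het array. Stages gave 28 without P0 Wt replicate 2 or 3, 24 without P0 Hom replicate 12, 3, 5, 3 and 3 without P0 Het replicates 5 to 8, 6 and 7 without P0 Hom replicates 9 and 11, 4, 5 and 8 without P18 Wt replicates 1 to 3, and 4 and 2 without P18 Het replicates 4 and 5. The Mitosis list stayed at adjusted p-values of 1.89e-40 to 7.06e-28 in mutants, 8.59e-38 to 6.55e-31 in Het and 1.8e-29 to 1.81e-16 in Hom, DNA replication at 1.57e-10 to 2.08e-07, 2.52e-13 to 7.7e-09 and 1.02e-05 to 0.000931, and G1/S at 1.68e-05 to 0.00428, 3.05e-05 to 0.0147 and 0.000646 to 0.0115. At P18 these lists stayed uncalled, at 0.482 to 0.979, 0.702 to 0.986 and 0.352 to 0.64. The exact permutation p stayed at 0.000173 to 0.00156 for Ret and 0.000173 to 0.000519 for Alk. Signal over background limits the Mitosis genes at P18, where 9 of 54 exceeded log2 4 in at least 2 arrays.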

Other observations

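The tests on glucocorticoid-responsive genes, on clock genes and on P0 Hom replicate 12 were written before their results were seen, while the 3 genes they address were chosen after seeing their values. The bounds applied to the glucocorticoid-responsive and the clock genes differed from those written, as described below.

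Per1, a clock gene, and the transcription factor genes Klf9 and Klf15, all 3 known to be induced by glucocorticoids, were higher in Hom than in Het ganglia at birth (n = 4 each), by 1.64 ± 0.14 for Per1, 1.76 ± 0.17 for Klf9 and 2.46 ± 0.26 for Klf15 (SE, adjusted p = 1.49e-05, 3.81e-05 and 6.57e-05). Klf9 lay at 7.50 in Wt, 6.33 in Het and 8.09 in Hom, Klf15 at 3.45, 2.87 and 5.33, and Per1 at 6.33, 5.86 and 7.50. All 3 had their lowest mean in Het, so part of each difference came from Het lying under Wt. The hypothesis that Hom pups had met more glucocorticoid was tested on 15 other responsive genes, which were shifted upward (camera p = 0.0059, and p = 0.163 with an estimated correlation), with a median of 0.16 and 3 called higher, Zbtb16, Sult1a1 and Nfkbia. The other 12 were not called, among them the well-known targets Fkbp5 (0.07 ± 0.10), Tsc22d3 (-0.14 ± 0.20), Sgk1 (0.14 ± 0.13) and Mt2 (-0.04 ± 0.54), and Angptl4 (-0.89 ± 0.61). A camera p under 0.05 had been set beforehand as the bound for the hypothesis and was met, but not with an estimated correlation, a demand added after seeing the result, so it stays open. Another time of day was not excluded either, where 1 of 3 clock driver genes (Clock, -0.56) and 0 of 3 clock outputs were called in limma, with the outputs Nr1d2 at 0.74 ± 0.24 (adjusted p = 0.0791), Dbp at -0.13 ± 0.22 and Tef at -0.17 ± 0.16, and the drivers Arntl at -0.11 and Cry1 at -0.08. Fewer than 2 called drivers had been set beforehand as the bound against that explanation, and this bound was met. The bound applied was stricter, with 0 called drivers and no output at an unadjusted p under 0.05, and was not met. A count of calls over 3 genes is too coarse to exclude another time of day. P0 Hom replicate 12 does not account for the rise, since the median of the 3 genes was 1.88 without that array (1.879) and 1.755 with it. No hormone was measured, so exposure, stress at birth and an effect of the mutation remain open. The 15 genes were tested only in Hom against Het, which cannot tell more exposure in Hom from less in Het.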
